A study of Solanum lycopersicum with 27 samples.

How the data were processed

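Leaves of tomato (Solanum lycopersicum, cultivar Moneymaker) were profiled by RNA sequencing of polyadenylated RNA in 27 libraries. Per the labels' protocols, plants grew under 16 h of light and 8 h of darkness, RNA was extracted with TriZol, and a service provider made the libraries and sequenced them as paired-end reads of 100 nt. A library came from a single leaflet of a mature leaf or from a whole developing leaf, called young here. The deposited values were whole-number read counts per locus, and the authors' table was taken as raw counts because its columns summed to different totals. The aligner, the counting tool, the genome build, the annotation and the use of strand were not stated in the labels or the file header, so reads shared between near-identical or overlapping loci may have been split or dropped in ways that cannot be judged here.

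Groups, days and replicate numbers were taken from the sample titles, and each column of counts was matched to its library by the sample description. There were 10 groups, 7 with 3 libraries and 3 with 2 libraries. No library was moved, regrouped or left out of the main analysis. One library, replicate 1 of the mature day 10 deficit group, lay among the libraries labelled control. It was kept under its label, and the counts of called loci are given with and without it for the comparisons between groups. That second setting was chosen after the data were seen.

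Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Of 34688 loci, 10322 had no count in any library. The filterByExpr function kept 19087 loci, which held 99.97% of all counts. Library sizes were scaled by TMM, with factors from 0.943 to 1.07. A negative binomial model with one coefficient per group was fitted to all 27 libraries with robust dispersion estimates, so that all 10 groups shared one estimate of the spread. Contrasts were tested with edgeR's quasi-likelihood F test, and p-values were adjusted by Benjamini-Hochberg. A locus was called at an adjusted p below 0.05. Standard errors of log2 fold changes were taken as the fold change divided by the square root of its F value. Principal components and correlations between libraries used log2 CPM, which are counts scaled to a common library total, with a prior count of 2. The shared spread rises when one library of any group lies far from its replicates, which can lower the number of calls in the comparisons of the fit. Where the comparison holds that library, the shared spread can be smaller than that of its own group, which can raise the number of calls.

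The 9 planned contrasts were the 5 comparisons of deficit with control, the interactions of treatment with day and with leaf age, the difference between leaf ages under control, and the change over days under control. Another 8 contrasts, on the change over days in each labelled arm of mature leaf and on leaf age under deficit, were chosen after the data were seen. The locus identifiers could not be paired with gene names: 0 of them matched the reference table of 41476 genes (SLM_r2.1 assembly), and the table of counts holds no names. The planned tests of 10 gene families and of a list of candidate genes were therefore not run, and no coordinates are given. The naming rule, fixed before the data were examined, was in this case the 2 loci with the largest rise and the 2 with the largest fall in mature leaf at day 10. They had to be called, to have a mean log2 CPM of at least 3, and to have no overlap in CPM between the labelled groups.

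The counts per library set the precision: totals ran from 14725924 to 19642202 counts. A count of 0 allows up to 3 counts, and this floor covers counting error only. The script was tested on simulated data with 200 loci changed 2-fold, drawn from the means, library sizes and dispersions of the real libraries. It recovered 63.0% of these loci for mature day 4, with 3 false calls among 18648 loci. For mature day 8, with 2 libraries per group, it recovered 54.5%, with 5 false calls among 18649 loci. For mature day 10 it recovered 58.0%, with 10 false calls among 18632 loci. These rates hold for simulated data in which the 200 loci were the only stated change. The real mature day 10 deficit group holds a library that lay among those labelled control. With only its own groups in the fit, that real comparison called 0 loci. The simulated rates are therefore not read as the recovery or false calls of the real mature day 10 comparison.

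Alternatives fixed before the data were examined were RLE and upper quartile scaling, DESeq2 1.42.0, no filter, a mean CPM of at least 1, only the compared groups in the fit, counts thinned to the smallest total, a replicate block, and leaving out each library where at least 2 stayed per group. Replicate numbers were checked for pairing, and the main analysis has no block.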

Results

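Transcript abundance was measured in tomato leaves during a progressive water deficit, to follow the response over time and to compare leaves of different age. Plants were 50 days old when watering was stopped in the deficit arm, while control plants were watered to soil capacity. Mature leaves were collected after 4, 5, 8 and 10 days, and young developing leaves after 10 days. Each group held 3 libraries, except the mature leaf groups of day 8 under both treatments and of day 10 under control, which held 2. Total counts ranged from 14725924 in replicate 3 of the mature day 10 deficit group to 19642202 in replicate 2 of the same group. Between 20532 and 21038 loci had at least 1 count in a library, and the 10 most abundant loci took 5.10% to 7.76% of the counts. Replicates in 9 of the 10 groups correlated with each other at r of at least 0.989 on the log2 CPM scale. Within-group pairs of libraries other than those with replicate 1 of the mature day 10 deficit group differed by a chi-square per degree of freedom of 2.83 to 13.7, so none were treated as one library sequenced again.

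The exception was the mature day 10 deficit group. Its replicate 1 correlated at r = 0.994 and r = 0.993 with the day 10 control libraries, which correlated at r = 0.994 with each other. Its correlation with replicates 2 and 3 of its own group was 0.888 and 0.884, while these 2 libraries correlated at r = 0.985. This library had 19074533 counts, within the range of the other libraries. It was kept under its label, and counts of calls that it changes are given with and without it. It correlated more closely with the libraries of the other label, so every direction below is that of the libraries labelled water deficit relative to those labelled control.

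The first principal component of log2 CPM carried 64.6% of the variance. The mature libraries labelled control moved along it with day, from a score of -45.6 ± 2.55 (SD, n = 3) at day 4 to 7.59 ± 2.01 (SD, n = 3) at day 5, 119.7 ± 0.872 (SD, n = 2) at day 8 and 116.7 ± 0.726 (SD, n = 2) at day 10. The mature libraries labelled water deficit scored -59.0 ± 0.998 (SD, n = 3) at day 4, -58.6 ± 0.287 (SD, n = 3) at day 5 and -59.5 ± 0.807 (SD, n = 2) at day 8. At day 10 their replicates 2 and 3 scored -54.9 ± 0.0850 (SD, n = 2), and replicate 1 scored 116.7. The group mean at day 10 with replicate 1 included was 2.30 ± 99.1 (SD, n = 3). Young leaves at day 10 scored 116.5 ± 0.653 (SD, n = 3) where labelled control and -81.2 ± 0.559 (SD, n = 3) where labelled deficit. The second component, with 9.25% of the variance, separated young from mature leaves. At day 10 it was -47.2 ± 0.987 (SD, n = 3) in young and 11.5 ± 1.44 (SD, n = 2) in mature leaves labelled control.

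**Figure D1:**
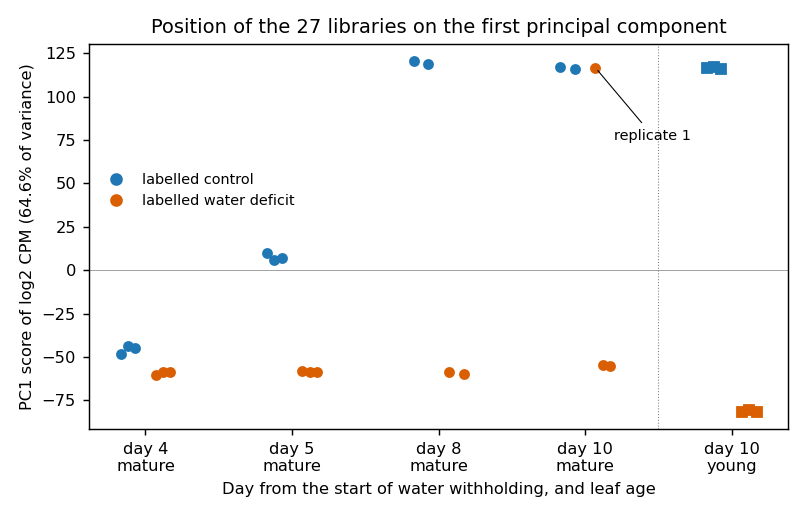
Score of each of the 27 libraries on the first principal component of log2 CPM (64.6% of the variance, no unit), by day and leaf age; each point is a library, circles are mature and squares young leaves. Libraries labelled control rise from a mean of -45.6 at day 4 to 119.7 at day 8, those labelled water deficit stay between -60.2 and -54.8 in mature leaf, and replicate 1 of day 10 lies at 116.7 among the controls.

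The first question was how many loci differed between the arms on each day. With all 27 libraries in the fit, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 2255 of 19087 loci in mature leaf at day 4, of which 1018 were higher and 1237 lower in libraries labelled deficit. At day 5 it called 5308 loci, 2793 higher and 2515 lower. At day 8, with 2 libraries per arm, 12830 loci were called, 6626 higher and 6204 lower, or 67.2% of those tested. At day 10, 6692 loci were called, 4330 higher and 2362 lower. In young leaf at day 10 the number was 13623, with 6906 higher and 6717 lower, or 71.4% of the loci. At a change of at least 2-fold the numbers were 370 at day 4, 1718 at day 5, 6202 at day 8, 2401 at day 10 and 6042 in young leaf. Of the 2401, 2121 were higher and 280 lower, against 2981 and 2010 without replicate 1. A library at control level keeps the mean of its group from falling far, while a rise has no such limit. The excess of higher loci at mature day 10 is therefore not read as a property of the leaves. The median absolute log2 fold change over all tested loci was 0.21, 0.26, 0.70 and 0.35 in mature leaf at days 4, 5, 8 and 10, and 0.62 in young leaf.

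Leaving out replicate 1 of the mature day 10 deficit group moved the 4 mature leaf numbers more than any change of scaling, filter or tool. The young leaf number moved most, to 12400, with a filter of a mean CPM of at least 1. Without replicate 1, 11886 loci were called in mature leaf at day 10, 6209 higher and 5677 lower, and 4991 changed at least 2-fold. In the same fit 5903 loci were called at day 4, 8304 at day 5, 13830 at day 8 and 14358 in young leaf. Of these, 2850 were higher and 3053 lower at day 4, and 4154 were higher and 4150 lower at day 5. Changes of at least 2-fold then numbered 638 at day 4, 2052 at day 5, 6385 at day 8 and 6116 in young leaf. Of the loci called at day 10 with all libraries, 6684 were also called without it, 8 were not, and 5202 were added. With only the 5 libraries of day 10 mature leaf in the fit, replicate 1 included, 0 loci were called, and 834 had an unadjusted p under 0.05. At day 4, 4 of the 6 fits that each left out one of the compared libraries called fewer loci by over 1.5 times. They called 1156 loci without control replicate 1, 1367 without control replicate 2, 1146 without deficit replicate 2 and 1335 without deficit replicate 3. At mature day 10, 2297 loci were called without deficit replicate 2 and 2548 without deficit replicate 3, fits in which replicate 1 and one other library made up the deficit group.

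**Figure D2:**
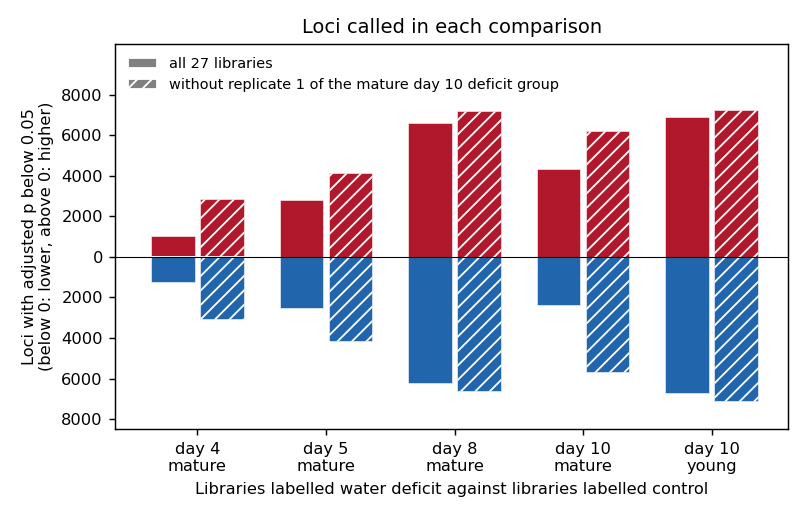
Number of loci with an adjusted p below 0.05 (edgeR quasi-likelihood) in libraries labelled water deficit against those labelled control, in each of 5 comparisons; bars above 0 count higher and bars below 0 lower loci, plain bars use all 27 libraries and hatched bars leave out replicate 1 of the mature day 10 deficit group. The mature day 10 count rises from 6692 to 11886 without that library, and the young leaf count from 13623 to 14358.

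Whether the difference between the arms itself changed with day was tested as an interaction in mature leaf. With all libraries, 10876 of 19087 loci had an adjusted p below 0.05 in the quasi-likelihood test of the 3 interaction terms, and 14045 without replicate 1 of the day 10 deficit group. The change over days within the arm labelled control, planned as a background measurement, was called at 14331 loci, or 75.1% of those tested, and at 15486 without replicate 1. The same test within the arm labelled deficit, chosen after the data were seen, called 9417 loci, and 12323 without replicate 1. Changes of at least 2-fold relative to day 4 were called in libraries labelled control at 1127 loci at day 5, 5150 at day 8 and 4425 at day 10. In libraries labelled deficit they were called at 519, 784 and 1717 loci on the same days. Without replicate 1 these numbers were 1568, 5324 and 4589 in the control arm and 743, 1066 and 1429 in the deficit arm. With only the 2 compared groups in the fit, replicate 1 included, the deficit arm had 152 such loci at day 10. The median absolute log2 fold change between days 4 and 8 was 0.57 in the arm labelled control and 0.30 in the arm labelled deficit. All comparisons against day 4 within an arm share the same day 4 libraries. Each day was a separate collection, so that a batch by day cannot be separated from day within an arm, whereas the comparisons of the arms lie within a day.

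The second question was whether the same loci differed on different days. The day comparisons share no libraries. Called loci with the same direction numbered 1110 for days 4 and 5, where independent calls would give 312, and 86 loci had opposite directions. Days 5 and 8 shared 3364 loci against 1787 under independence, with 546 opposite. Days 8 and 10 shared 5727 against 2271, with 55 opposite. Days 4 and 8 shared 549 loci, fewer than the 755 under independence, and 909 loci had opposite directions. Loci called in the same direction at all 4 days numbered 183, with 124 higher and 59 lower, where independent calls would give 18.3. Without replicate 1 of the day 10 deficit group the number was 1741, with 938 higher and 803 lower, and 145.0 under independence. Without that library the shared calls were 3176 for days 4 and 5, 5724 for days 5 and 8, and 9831 for days 8 and 10. Opposite directions then numbered 510, 1026 and 266 loci. The 549 shared loci of days 4 and 8 became 2353, now above the 2137 under independence, beside 2315 with opposite directions. All comparisons use the spread per locus of one fit, so a locus measured precisely is more easily called on each day. The counts under independence, here and for the leaf ages below, may therefore be too low as a reference.

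Across the 19087 loci, which are not independent replicates, log2 fold changes of days 4 and 5 correlated with Pearson's r = 0.432 and Spearman's rho = 0.391. For days 5 and 8 the values were r = 0.574 and rho = 0.525, and for days 8 and 10 r = 0.792 and rho = 0.821. Days 4 and 8 gave r = 0.0809 and rho = 0.000494, and days 4 and 10 gave r = 0.147 and rho = 0.108. Restricting the loci to those with a mean CPM of at least 10 moved the value for days 5 and 8 to r = 0.677. No p-value is attached to these 10 pairwise descriptions.

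The loci called in mature leaf at day 10 were followed on the other days, which have their own control libraries. Those called higher had a median log2 fold change of 0.07 at day 4, 0.38 at day 5 and 1.27 at day 8. Those called lower had a median of -0.22 at day 5 and -0.98 at day 8. The day 5 value was -0.10 without day 10 deficit replicate 2 and -0.14 without replicate 3. Their median at day 4 was 0.0075, which changed sign in 3 of the 9 fits that left out one library, those without day 4 control replicate 1, day 4 control replicate 2 or day 10 deficit replicate 1. The day 4 value of the loci called higher was 0.12 without day 10 deficit replicate 3. In young leaf at day 10 the medians were 1.34 for the loci called higher and -0.86 for those called lower. Without replicate 1 of the day 10 deficit group, the day 8 medians were 1.04 and -0.85 and the day 5 medians 0.27 and -0.23. In the same fit the day 4 medians were 0.04 and -0.03, and the young leaf medians 0.98 and -0.77.

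Young and mature leaves at day 10 were compared to ask whether leaf age altered the response. Log2 fold changes of the 2 leaf ages correlated across loci with r = 0.799 and rho = 0.837, and with r = 0.866 and rho = 0.851 without replicate 1 of the mature deficit group. They shared 6048 called loci of the same direction, against 2398 under independence, with 63 of opposite direction. Without replicate 1 they shared 10323, with 258 of opposite direction. The interaction of leaf age with treatment was called at 2869 loci, 1194 with a more positive and 1675 with a more negative change in young leaf. Replicate 1, at control level, limits falls in mature leaf, which bears on this split. Without replicate 1 the interaction was called at 4118 loci, 2065 more positive and 2053 more negative, of which 2518 were also called with all libraries. It was 4591 without mature deficit replicate 2 and 4839 without mature deficit replicate 3. With only the 4 day 10 groups in the fit the number was 430, of which 58.8% were more positive. Among libraries labelled control, young and mature leaves differed at 3286 loci, 1821 higher and 1465 lower in young leaf, and at 6475 loci without the mature deficit library, 3398 higher and 3077 lower. Among libraries labelled deficit they differed at 7696 loci with all libraries and at 7908 without it. With only these 2 groups in the fit, replicate 1 included, they differed at 1145 loci, of which 73.2% were higher in young leaf, against 48.8% with all libraries in the fit.

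The locus with the largest rise in mature leaf at day 10 under the naming rule, Solyc06g062370.4, had 0 counts in both control libraries and 8.14 ± 7.003 CPM (SD, n = 3) in the deficit group. Against the floor of 3 counts its mean was at least 50.0-fold higher in the group labelled deficit, and at least 74.7-fold higher without replicate 1 (adjusted p = 0.0034, quasi-likelihood test on all libraries). Replicate 1 of the deficit group had 2 counts, at 0.105 CPM, and the other 2 libraries averaged 12.2 ± 1.12 CPM (SD, n = 2). The lack of overlap with control thus rests on 2 counts against 0, under the floor of 3. The rise is relative to control, whose mean fell from 19.95 CPM (n = 3) at day 4 to 0.26 CPM (n = 2) at day 8. In the deficit arm the means of these days were 20.1 and 51.5 CPM. In young leaf the same locus had 72.9 ± 6.62 CPM (SD, n = 3) in the group labelled control and 67.9 ± 14.1 CPM (SD, n = 3) in the group labelled deficit, with an adjusted p of 0.861.

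Solyc07g052150.4 had 0.189 ± 0.116 CPM (SD, n = 2) in the mature day 10 group labelled control and 180.1 ± 161.2 CPM (SD, n = 3) in that labelled deficit, a log2 fold change of 9.85 (SE 1.71, adjusted p = 0.0034). With only the compared libraries in the fit, neither this locus nor Solyc06g062370.4 passed the threshold (adjusted p = 0.49 for each, quasi-likelihood test). Replicate 1 had 0.421 CPM, and the other deficit libraries averaged 270.0 ± 59.3 CPM (SD, n = 2). In libraries labelled control this locus fell from 600.1 ± 99.2 CPM (SD, n = 3) at day 4 to 40.1 ± 2.36 CPM (SD, n = 3) at day 5 and 0.462 ± 0.133 CPM (SD, n = 2) at day 8. In those labelled deficit it was 1106 ± 94.3 CPM (SD, n = 3) at day 4 and 458.1 ± 37.8 CPM (SD, n = 2) at day 8. In young leaf it was 0.164 ± 0.190 CPM (SD, n = 3) where labelled control and 936.4 ± 117.4 CPM (SD, n = 3) where labelled deficit.

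The loci with the largest falls, relative to the control group of the same day, were Solyc03g123600.4 and Solyc09g015000.4. Over days, it was the arm labelled control that rose at these loci (means, n = 3 at day 4, n = 2 at day 8). Solyc03g123600.4 went there from 8.2 CPM at day 4 to 60.9 CPM at day 8, against 10.0 and 7.0 CPM in the deficit arm. Solyc09g015000.4 went from 2.7 to 20.7 CPM in the control arm, against 2.2 and 3.4 CPM in the deficit arm. Solyc03g123600.4 had 65.6 ± 4.04 CPM (SD, n = 2) in the mature day 10 group labelled control and 24.5 ± 28.9 CPM (SD, n = 3) in that labelled deficit, with a log2 fold change of -1.42 (SE 0.50, adjusted p = 0.0367). Without replicate 1, which had 57.8 CPM, the log2 fold change was -3.08 (SE 0.11). Solyc09g015000.4 had 17.7 ± 1.02 CPM (SD, n = 2) in the group labelled control and 6.81 ± 8.06 CPM (SD, n = 3) in that labelled deficit, with a log2 fold change of -1.37 (SE 0.51, adjusted p = 0.0441). Without replicate 1, at 16.1 CPM, it was -3.04 (SE 0.21). Neither fall passed the threshold without the expression filter, with only the compared libraries in the fit, or without deficit replicate 2 or 3. Without replicate 2 the log2 fold changes were -0.99 and -0.93, and without replicate 3 they were -1.003 and -0.97. The size of these falls is limited by replicate 1, which stayed near control level. The requirement of no overlap between groups, with replicate 1 at control levels, kept out loci that this library placed inside the control range.

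**Figure D3:**
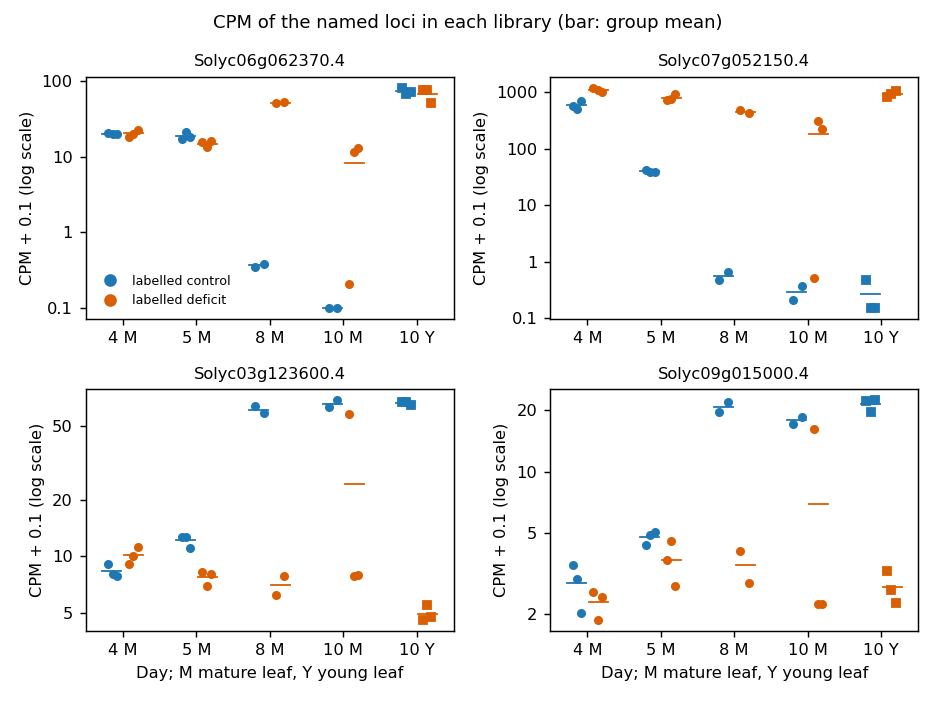
CPM plus 0.1 (log scale) of the 4 named loci in each library, by day (M mature leaf, Y young leaf) and label; points are libraries and bars are group means. Solyc07g052150.4 falls from a mean of 600.1 CPM at day 4 to 0.462 CPM at day 8 in libraries labelled control, and replicate 1 of the mature day 10 deficit group sits near the control libraries for all 4 loci.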

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

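The tests of the explanations below were chosen after the results were seen, except those on leaf ageing, library size and splits of the libraries. The difference between the arms changed with day in mature leaf at 10876 loci (interaction test, adjusted p below 0.05), which called for a closer look because the arm labelled control changed more than the arm labelled deficit. From day 4 to day 8, 5150 loci changed at least 2-fold in libraries labelled control and 784 in those labelled deficit, a ratio of 6.57. The difference between the arms is smaller without the 2-fold limit: 12130 and 4722 loci were called, 13284 and 8190 without replicate 1 of the mature day 10 deficit group, and 12409 and 9612 with only the compared groups in the fit. A batch by day that shifts both arms alike cancels in the interaction, so the 10876 loci argue against it. Within a day, a batch confined to one arm cannot be told apart from the treatment, since each group holds one arm only. A batch on a single day would not recur on days that share no libraries. Log2 fold changes of mature day 8 correlated with mature day 10 at r = 0.792 and with young day 10 at r = 0.832. Shared calls numbered 5727 and 10242, with 55 and 299 opposite. These values argue against a single-day batch as the whole cause at days 8 and 10. It stays open for day 4, at r = 0.0809 with day 8, as does a batch that recurred over days. Ageing of the leaves was taken to make the change from day 4 to day 8 opposite to the difference of young from mature leaves. The correlation across loci of these changes, which share no libraries, was -0.0948, of that sign but short of the -0.3 that ageing was taken to need. The young leaves were whole developing leaves, so their difference from mature leaf need not match a few days of ageing in mature leaf. The test therefore cannot decide on ageing, which stays open. Library size as the whole cause is argued against by the 13858 loci that still changed over days in the control arm after thinning to equal totals, against 14331 on all counts. A wrong scaling factor would shift all loci of a library alike. Among loci with a mean CPM of at least 10, 2354 differed at least 2-fold between days 4 and 8 in the arm labelled control, and no fewer than 2353 under any common shift tried, which argues against scaling as the whole cause. Locus length and GC content were not examined. What also stays open is an exchange of the control and deficit labels, which predicts a ratio well above 1 such as the 6.57 found, or a real change in the plants labelled control that was smaller in those labelled deficit. The biology of water deficit, which the design names, stays untested while the direction of the labels is in doubt. Levels of known drought markers are not used here as evidence on the labels, since the tables do not pair the identifiers with gene names.

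Young and mature leaves differed in their response at day 10 at 2869 loci, by the test of the interaction itself. The mature arm labelled deficit holds replicate 1, which lies with the controls, and this library alone may shrink the mature response. In the shared fit it is not the whole cause: without it 4118 loci were called. Of the 2869 loci, 2518 stayed among the calls and 351 did not, so that part of the first set rests on this library. The number also depends on the fit. With this library kept, 430 loci were called with only the compared groups in the fit, and 0 under the replicate block. A difference between leaf ages in water status or development stays open and was not tested.

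Of the 10 splits of the 6 libraries of mature day 4 into groups of 3, 1 gave as many calls as the labelled one, namely the labelled split itself. The same was found for mature day 5 and for young leaf at day 10, again 1 of 10 each. The other splits gave 0 calls, with 197 to 1376 loci at an unadjusted p under 0.05 at day 4, 342 to 755 at day 5 and 314 to 1100 in young leaf. With 10 splits the share cannot fall under 0.1. Exchanging the labels of the arms is the mirror of the labelled split and gives the same counts, so these splits say nothing about the direction.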

How the results depend on the processing

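RLE and upper quartile scaling, DESeq2, no filter, a mean CPM of at least 1 and counts thinned to the smallest total left each of the 9 planned counts of calls within 1.5 times. Under these 6 settings the range was 2002 to 2636 at day 4, 4930 to 5409 at day 5, 11990 to 12833 at day 8, 5981 to 6840 at day 10 and 12400 to 13752 in young leaf. RLE moved the median log2 fold change of young leaf by 0.02, the largest shift of a deficit comparison under either scaling.

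The choice of libraries in the fit mattered more. With only the compared groups in the fit, mature day 4 rose to 5953 calls and the control difference between leaf ages to 6955, near the 5903 and 6475 found by leaving replicate 1 of the mature day 10 deficit group out of the shared fit. Where that library belongs to the comparison the calls fell: to 0 in mature day 10 (834 at an unadjusted p under 0.05), 430 for the leaf age interaction and 3989 for the change over days in the arm labelled deficit. In the shared fit these were 6692, 2869 and 9417. The shared spread may understate that of the mature day 10 deficit group, so these counts may be too high for the groups as labelled.

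Same-numbered libraries were not treated as pairs: the correlation of their deviations from the group means lay between -0.14 and 0.158, and in no comparison did every pair exceed 0.1. With the replicate number as a block in a fit of only the compared groups, 6704 loci were called at mature day 4, 10320 at mature day 10 and 5504 between leaf ages under control. The mature day 10 deficit replicate 1 has no control of its number, so that the block absorbs it. The same fits with no block gave 5953 at mature day 4 and 6955 between leaf ages, so that the rise above the shared fit is also there with the block left out. The leaf age interaction had 0 calls under the block, with 1973 loci at an unadjusted p under 0.05 and 3 residual degrees of freedom. In the other 5 blocked tests the count stayed within 1.5 times.

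Leaving out one library at a time gave from 1146 to 5903 calls at mature day 4, from 3792 to 8304 at day 5 and from 2297 to 11886 at mature day 10. The leaf age interaction ranged from 2050 to 4839 calls and the control leaf age difference from 2280 to 6475. Except for the interaction, highest at 4839 without mature deficit replicate 3, each upper end came without mature day 10 deficit replicate 1. At mature day 10, 2297 calls were left without deficit replicate 2 and 2548 without replicate 3, of which 93.3% and 92.7% were higher. In these fits replicate 1, at control level, limits falls of the group mean but not rises. No library of day 8 and no mature control library of day 10 was left out, because 1 would have stayed in its group. Without mature day 10 deficit replicate 1, shared calls were 3176 for days 4 and 5, 5724 for days 5 and 8, 9831 for days 8 and 10 and 10323 for the leaf ages, and 1741 loci were called alike at all 4 days.

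Counting only changes of at least 2-fold, shared calls fell to 159, 1254, 2087 and 2142 for the same pairs, and to 38 at all 4 days, which follows from the stricter limit. The correlation of days 4 and 5 was 0.529 over loci with a mean CPM of at least 10. For days 5 and 8 it was 0.677 over those loci, 0.615 with a prior count of 2, and 0.549 to 0.582 with one library left out. The cause was not tested.

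Selecting day 10 loci of at least 2-fold moved the medians of those called higher to 0.17 at day 4, 0.77 at day 5, 2.34 at day 8 and 2.55 in young leaf. The medians of those called lower became -0.57 at day 5, -1.96 at day 8 and -1.79 in young leaf. Across the fits that left out one library, the day 4 median of loci called lower ran from -0.0262 to 0.116, so its sign is not determined. At day 8 the medians ran from 1.04 to 1.84 for loci called higher and from -0.912 to -0.848 for those called lower. Each named locus kept its direction under every alternative run, 44 values in all, of which 34 were past the threshold. The naming rule required no overlap between the groups in these same libraries. The kept direction was therefore largely set by the choice of loci and is no independent support. The adjusted p of Solyc03g123600.4 ran from 1.89e-78 under the block to 0.491 with only the compared groups in the fit, and was 0.053 with no filter. Among secondary counts and non-adjacent pairs, 28 other values moved outside the fits that left out a library. The 6 values that weakened there belong to the named loci and are among the 44. Depth limits the fold change of Solyc06g062370.4, which had 0 counts in the mature day 10 control libraries and is given as a lower bound.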

Other observations

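The tests in this part were chosen after the result was seen. Replicate 1 of the mature day 10 deficit group had a mean correlation of 0.9936 with the day 10 control libraries. It was not the same library deposited again, since its counts differed from those of the nearer control library by a chi-square per degree of freedom of 2.81, where sampling noise gives about 1. A mixture of RNA from both arms is argued against by its position, 0.0154 on the line from the control mean at 0 to the mean of the other deficit libraries at 1. A single mislabelled library, or a plant that was not treated as labelled, cannot be told apart with these tables, because both predict the correlation of 0.9936.

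A further candidate explanation links this library to the movement of the arm labelled control. Of the 27 libraries, this is the only one without a same-numbered library in the other arm of its day and leaf age, and it is the only one whose closest group belongs to the other arm. If the labels had been exchanged between same-numbered control and deficit libraries, a library without a partner would have kept its own label and would now stand on the wrong side. The chance that one library out of place is also the one without a partner is 1 in 27, or 0.037. A single control library named as deficit would also lack a partner, since its number is missing from the control group of its day and leaf age. The value therefore does not separate an exchange from a single mislabelled library. The exchange is a hypothesis found and tested on the same data. Under it, the libraries labelled control would be those of the plants without water, and the direction of each comparison of the arms would turn round. No library was relabelled here.

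The day 5 libraries labelled control lay between day 4 and day 8 on the first principal component, and it was asked whether day 5 held a transient state. Of 1127 loci that changed at least 2-fold from day 4 to day 5 in the arm labelled control, 136 turned back at least 2-fold by day 8 and 242 went on in the same direction. Of 519 such loci in the arm labelled deficit, 102 turned back and 13 went on. Turning back was seen in both arms. Without mature day 10 deficit replicate 1 in the fit, 168 loci turned back and 604 went on in the control arm, against 154 and 29 in the deficit arm. Selection of opposite calls through the shared day 5 libraries was tested for the control arm in that setting. One set of counts was simulated with the real changes between days but with no true turn at day 5. It gave 1357 loci changed at least 2-fold from day 4 to day 5, against 1568 in the real libraries, and 6 loci turning back against the 168, which argues against selection as the whole cause. A shift of the day 5 collection as a whole, such as a batch by day, remains open for the loci that turned back.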
